A study of Mus musculus with 10 samples. Its data were reported in "JAK2V617F mutation drives vascular resident macrophages toward a pathogenic phenotype and promotes dissecting aortic aneurysm" (2022).

How the data were processed

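RNA sequencing of the thoracic aorta of 7-week-old mice was measured in 10 libraries, 5 from WT mice and 5 from mice of the mutant group, called Jak2V617F here. The labels give the mutant group's genotype as KO, whereas the series describes a JAK2V617F mutation, so Jak2 itself was the first gene examined. In the study's methods the mutant mice carry the mutation in endothelial and blood cells through a VE-cadherin-driven Cre recombinase. One library was made from each aorta, and replicates were not pooled. Sample numbers carried by the deposited data run in separate blocks, 1 for the WT libraries, 1 for Jak2V617F replicates 1 and 2 and 1 for Jak2V617F replicates 3, 4 and 5. What these numbers count is not stated, and each block holds only 1 genotype, so no comparison within a block could be made.

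The authors prepared stranded poly-A libraries, aligned the reads with STAR 2.7.1a to the mouse genome build GRCm38 and quantified genes with RSEM, whose version is not given. These tools are those listed with the samples; the study's methods describe another alignment as well and do not name RSEM. The deposited tables give 1 row per gene and library for 55536 genes. The expected counts, as deposited by the authors, are RSEM's estimated fragments per gene, not normalized, with reads shared between genes split by its model. In each deposited table the TPM column is corrected for gene length and scaled to the same total in every library, and the effective length column gives bases per gene. The deposited FPKM column was not used here. Of the expected counts above 0 in a library, between 22.5% and 25.7% were not whole numbers (8.3% to 10.7% of all genes), and all were rounded before testing. The total of expected counts ran from 10937906 to 24231836 per library. Gene symbols, positions and biotypes were taken from the GENCODE annotation, mouse release 21, on the same build. No pair of libraries of the same genotype was a deposited duplicate, since a chi-square statistic per gene between these pairs ran from 14.8 to 453.

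Genes were tested in R 4.3.3 with edgeR 4.0.16, by a quasi-likelihood F-test with robust dispersion on genotype alone, two-sided, after TMM normalization and edgeR's filterByExpr with a minimum count of 10 and a minimum total of 15. A gene was called at a Benjamini-Hochberg adjusted p under 0.05 over 15841 tested genes. The log2 fold change is Jak2V617F over WT, and its standard error is the absolute log2 fold change divided by the square root of F. Levels are CPM, counts divided by the TMM-normalized library size and put on a common scale, given as mean ± SD over 5 libraries per genotype. Tests of genes measure a difference against the spread between the mice of a group, which includes any difference in the tissue taken along with the aorta. Counts of genes that share sequence with copies elsewhere in the genome depend on how RSEM split the reads.

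Before the data were examined, 28 gene lists were fixed: resident macrophage, pan-macrophage, monocyte and recruited macrophage, neutrophil, erythroid, platelet and megakaryocyte, T cell, B cell, dendritic cell and MHC class II, mast cell, inflammatory cytokine, interferon response, JAK-STAT target, smooth muscle contractile, extracellular matrix, matrix protease, endothelial, adventitial fibroblast, adipocyte, brown fat, skeletal muscle, cardiac muscle, Schwann cell, proliferation, iron and heme handling, immediate early, the genes the study assayed by qPCR, and sex-linked genes. The sex-linked list served as a check and was not tested. The other 27 were tested with camera (limma 3.58.1) on log2 CPM with a prior count of 2 and a preset correlation of 0.01, two-sided, with adjustment over the 27 lists. Camera compares a list with all other genes. Beside it stand camera with an estimated correlation and fry, which tests whether the genes of a list move on balance in 1 direction or, as its mixed test, change in either direction. Library measures were compared with an exact permutation test over all 252 assignments of 10 libraries to 5 and 5, two-sided, for which 0.0079 is the smallest possible p.

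Genes to be named were set by a rule written before the data were examined. It takes Jak2, and the 12 genes with the largest positive and the 12 with the largest negative log2 fold change among called genes with a mean of 1 CPM or more, a symbol that is not a placeholder and no overlap between the genotypes. It adds up to 4 members of each list with the smallest p, the qPCR genes, and the 4 resident macrophage genes the study names. These came to 144 genes. Of these, 2 are not reported here. A gene outside the rule is said to have been chosen after its values were seen.

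The procedure was tested on simulated data, with counts drawn at the libraries' own depths and spread and about 200 genes changed. It recovered 20.9% of 67 genes changed 1.5-fold, 56.1% of 66 changed 2-fold and 86.4% of 66 changed 4-fold. Of 15422 unchanged genes 6 were called, 5.22% of the 115 calls, and 1 of 26 unchanged lists was called. These rates hold for the simulated data only. Of 100 splits of the real libraries, the real one included, 77 called 7 or more lists. The simulated rate for lists therefore does not carry over to these libraries. On the same simulated data DESeq2 called 181 genes, 35 of them unchanged, and limma voom called 117, 6 of them unchanged.

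The alternatives fixed in advance were DESeq2 size factors in edgeR, no filter, a stricter filter at a mean of 1 CPM, DESeq2 1.42.0, limma voom with quality weights, RSEM effective lengths as offsets, limma-trend on log2 of TPM plus 1 or plus 0.1 (mean TPM of 1 or more), the replicate number as a block, a covariate of Xist against Y-linked genes, leaving out erythroid and mitochondrial genes, leaving out each library, and all 50 subsets of 4 WT and 3 Jak2V617F libraries. After the data were seen, 4 more were added: Jak2V617F replicates 3, 4 and 5 left out, the mean log2 CPM of the cardiac muscle list as a covariate, each of the 10 pairs of Jak2V617F libraries against WT, and DESeq2 on the 50 subsets. Copies of Rpl29 and Rps18 were found with BLAST 2.17.0 at an identity of 95% or more over 400 bases or more. Further lists of heart, brown fat, lipid synthesis and clock genes were written down before their values were seen. A list of ventricular heart muscle genes was added after the results were seen. Tables and plots were made in Python 3.11.15.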

Results

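The libraries measured poly-A RNA of the thoracic aorta at 7 weeks of age in 5 WT and 5 Jak2V617F mice, and the comparison asks how the JAK2V617F mutation alters the aortic transcriptome. WT libraries held 22226748 ± 1793443 expected counts (SD, n = 5) and Jak2V617F libraries 19273575 ± 4757200 (SD, n = 5; exact permutation p = 0.206, adjusted p = 0.275 over 4 library measures). By replicate, the WT libraries held 20851173, 19894471, 23256946, 22899315 and 24231836 and the Jak2V617F libraries 10937906, 22682451, 21816548, 20702120 and 20228850. In all 10 libraries the 4 Y-linked genes of the sex-linked list were expressed, and Xist, the X-inactivation transcript, averaged 0.741 ± 0.281 CPM in WT and 0.518 ± 0.299 CPM in Jak2V617F. Neither it nor any Y-linked gene passed the test.

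Jak2V617F replicates 3, 4 and 5 stood apart from the other 7 libraries. Myh6, the atrial myosin heavy chain, reached 1976, 1159 and 2022 CPM in these 3, compared with 21.2 and 29.3 CPM in Jak2V617F replicates 1 and 2 and 2.22 to 34.5 CPM in WT. The same 3 libraries held the largest shares of mitochondrially encoded transcripts, 17.2%, 13.5% and 15.3%, compared with 5.83% and 7.13% in Jak2V617F replicates 1 and 2 and 4.86% to 5.69% in WT. Across genotypes the mitochondrial share was 5.37 ± 0.327% in WT and 11.8 ± 5.06% in Jak2V617F, and the share taken by the 10 most abundant genes was 9.47 ± 0.718% and 15.8 ± 3.83% (SD, n = 5; both exact permutation p = 0.00794, adjusted p = 0.0159). Haemoglobin transcripts took 0.724 ± 0.994% and 2.39 ± 3.4% (exact permutation p = 0.405, adjusted p = 0.405). On the first principal component of log2 CPM, with 56.6% of the variance, these 3 libraries lay at 55.9 to 85.1 and the other 7 at -46.8 to -20.

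Jak2 transcript (chromosome 19, 29251828 to 29313080) was present in every library. It measured 57.1 ± 10.3 CPM in WT and 43.6 ± 10.3 CPM in Jak2V617F (SD, n = 5), a log2 fold change of -0.39 ± 0.17 (SE; adjusted p = 0.135), with 3 of 5 Jak2V617F libraries below every WT library. The difference did not pass the test.

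Between the genotypes 1655 genes were higher and 795 lower in Jak2V617F out of 15841 tested, and 5730 had an unadjusted p under 0.05; the balance turned on the TPM scale, with 611 higher and 5985 lower, and was 3911 and 4022 with limma voom. The genotypes did not overlap in 51.2% of the 2450 called genes, and in 10.3% of all tested genes, where chance gives 0.794%. With the Jak2V617F replicates 3, 4 and 5 left out, 8 genes were called higher and 14 lower, and the median absolute log2 fold change went from 0.865 to 0.323 for the 2450 genes and from 0.278 to 0.172 for all tested genes. Against the 5 WT libraries, the pair of replicates 1 and 2 called 22 genes, each pair drawn from replicates 3, 4 and 5 called between 6975 and 8377, and each mixed pair called between 4 and 9. Leaving out any of WT replicates 1 to 5 or any of Jak2V617F replicates 3 to 5 also reduced the count, to between 1 and 32 higher and between 11 and 68 lower, while leaving out Jak2V617F replicate 1 or 2 raised it to 2740 and 2883 higher and 1794 and 2112 lower.

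Lipg, Slc2a5, Fbp2, Aspg and Elovl3 were among the 12 strongest rises with complete separation. Lipg, endothelial lipase (chromosome 18, 74939322 to 74961263), rose from 0.295 ± 0.048 to 2.7 ± 1.51 CPM, a log2 fold change of 3.18 ± 0.41 (adjusted p = 0.0129). Slc2a5, the fructose transporter, rose by 3.35 ± 0.49 on the log2 scale (adjusted p = 0.0171), Fbp2, the muscle fructose bisphosphatase, by 2.89 ± 0.51 (adjusted p = 0.0284) and Aspg by 3.35 ± 0.52 (adjusted p = 0.0229). Elovl3, a fatty acid elongase (chromosome 19, 46131897 to 46135694), rose from 1.89 ± 1.67 to 18.7 ± 1.4 CPM and was nearly level across all 5 Jak2V617F libraries, at 16.8 to 20.2 CPM. Heart muscle genes among the 12 included Lmod2 at 5.81 ± 1.16, Adprhl1 at 4.05 ± 0.77 and the atrial myosin light chain Myl4 at 3.95 ± 0.92 (all adjusted p between 0.0305 and 0.0317), which stood with Myh6 in replicates 3, 4 and 5. Fndc5 at 4.18 ± 0.76, Dusp15 at 2.87 ± 0.56 and the MHC class I gene H2-Q10 at 2.91 ± 0.53 rose as well. Fndc5 was at 34.35 to 49.74 CPM in replicates 3, 4 and 5, and at 4.323 and 4.293 CPM in replicates 1 and 2. H2-Q10 was at 45.63 to 61.48 CPM and at 10.85 and 11.06 CPM, and lies in the same MHC span as H2-Ea-ps. Dusp15 showed no such step, at 4.901, 1.488 and 1.522 CPM and at 1.564 and 0.4868 CPM.

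The strongest fall was that of H2-Ea-ps, the MHC class II E alpha gene (chromosome 17, 34341959 to 34344645). It had 1346 counts over the 5 WT libraries and 1 count over the 5 Jak2V617F libraries, a pooled CPM ratio of 1020 with a 95% exact interval for counting error of 182 to 40200 (adjusted p = 0.00064). C4a, a complement component 4 gene on the same chromosome (34809092 to 34823464), fell by 1.73 ± 0.20 on the log2 scale (adjusted p = 0.00711). Both genes lie in the MHC span of chromosome 17 described under other observations. A strain variant there stays open as a source of their fall. Inmt, an indole N-methyltransferase, had -1.55 ± 0.21 (adjusted p = 0.0151). The phospholipid enzymes Gdpd3 at -2.69 ± 0.39 and Pla2g4e at -1.56 ± 0.30, the microtubule-binding ubiquitin ligase Mid1 at -2.16 ± 0.43 on the X chromosome, Angptl7 at -1.60 ± 0.34, the protocadherin Pcdh11x at -1.54 ± 0.32 and Abhd1 at -1.42 ± 0.16 followed. Fam205a2 and Fam205a4 had identical values of -1.42 ± 0.28.

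Brown adipocyte genes rose together. Of 7 measured members 6 were called higher, and 7 when adjusted over the list alone, with a camera adjusted p of 0.000232 across lists. Ucp1, the uncoupling protein of brown fat, was 194 ± 83.5 CPM in WT and 1343 ± 818 CPM in Jak2V617F, a log2 fold change of 2.80 ± 0.55 (adjusted p = 0.0305), and Otop1 changed by 2.73 ± 0.51 (adjusted p = 0.0305). Cox8b, Cidea and Dio2 were above every WT library in 3 Jak2V617F libraries and the other 4 members in all 5. Ucp1 stood at 640 and 326 CPM in replicates 1 and 2 and 1675 to 2228 CPM in the 3 heart-rich libraries. General adipocyte genes also rose, with 5 of 8 called, 7 when adjusted over the list alone, and a camera adjusted p of 0.00867. Plin1, the lipid droplet coat protein, at 1.92 ± 0.50 and Adipoq, adiponectin, at 1.91 ± 0.54 were above every WT library in replicates 3, 4 and 5 alone. All 6 measured cardiac muscle genes rose, 6 also when adjusted over the list alone, with a camera adjusted p of 0.00664, and log2 fold changes from 3.47 to 6.32. With an estimated correlation the adjusted p was 0.542 for brown fat (p = 0.0201) and 0.702 for both adipocyte and cardiac muscle genes. With replicates 3, 4 and 5 left out, the brown fat list had a camera adjusted p of 0.000773 with the preset correlation and 0.372 with an estimated one, whereas with the preset one it was 0.839 for adipocyte and 0.307 for cardiac muscle genes.

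**Figure D1:**
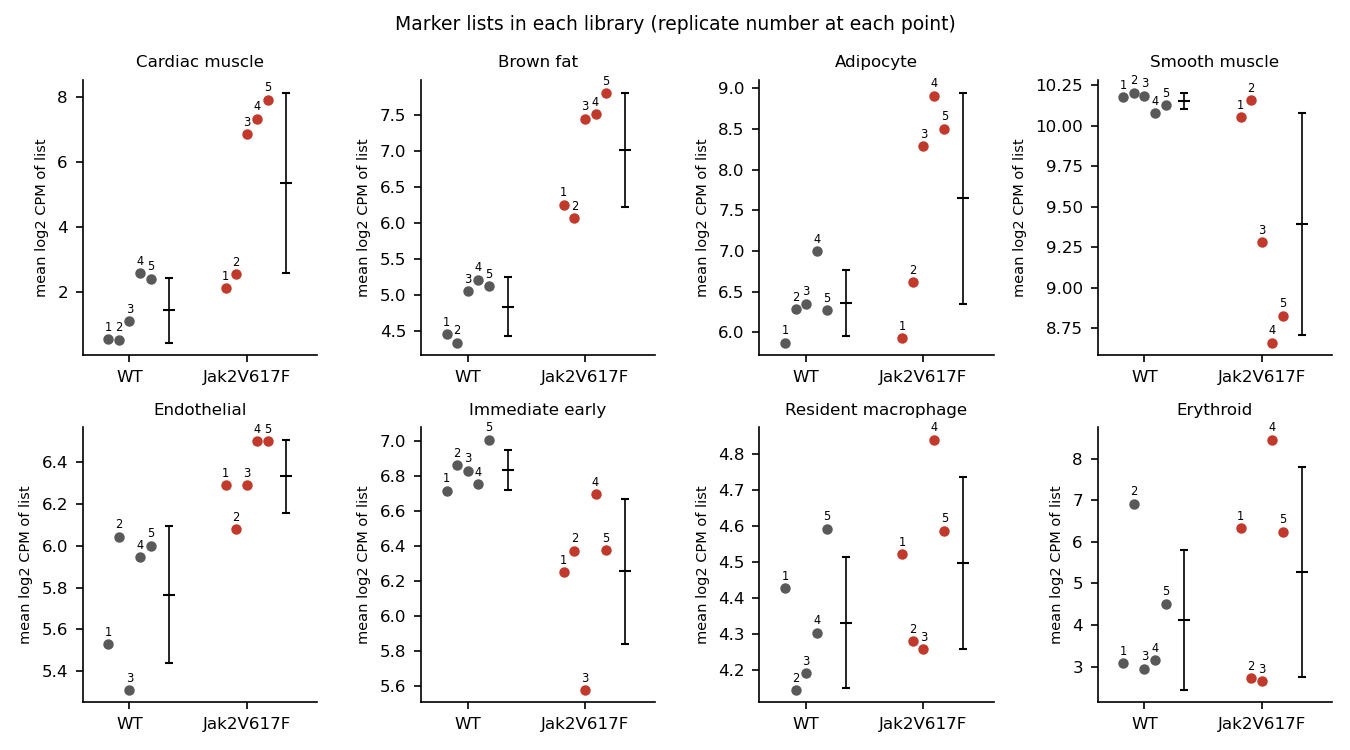
Mean log2 CPM of the genes of 8 marker lists in each of the 10 libraries (points numbered by replicate; bars, mean and SD of 5 libraries). Cardiac muscle, adipocyte and smooth muscle lists set Jak2V617F replicates 3, 4 and 5 apart from the other 7 libraries, while the brown fat list was above every WT library in all 5.

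Contractile smooth muscle genes fell relative to other genes, with a camera adjusted p of 0.00355 and 12 of 13 members negative. Smtn, smoothelin, was the 1 member called, at 1396 ± 165 CPM in WT and 790 ± 280 CPM in Jak2V617F (log2 fold change -0.82 ± 0.24, adjusted p = 0.0456), and 0 members were called when adjusted over the list alone. Myh11, the smooth muscle myosin heavy chain, had -0.74 ± 0.35 (adjusted p = 0.153) and Itga8 -0.80 ± 0.34 (adjusted p = 0.122). The list mean was 10.05 and 10.16 log2 CPM in Jak2V617F replicates 1 and 2, where WT ran from 10.08 to 10.21, and 8.66 to 9.28 in replicates 3, 4 and 5. With an estimated correlation its adjusted p was 0.702, and with those 3 libraries left out camera gave 0.839.

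Endothelial genes rose relative to other genes, with a camera adjusted p of 0.0128 and 12 of 14 members positive. Robo4, an endothelial guidance receptor, at 2.16 ± 0.45 (adjusted p = 0.0306), Cdh5, VE-cadherin, at 1.0 ± 0.24 (adjusted p = 0.0318) and Kdr, the VEGF receptor, at 1.89 ± 0.46 (adjusted p = 0.0329) were called, 3 also when adjusted over the list alone. Robo4 and Cdh5 were above every WT library in all 5 Jak2V617F libraries, whereas Kdr was so in 3. Pecam1 at -0.13 ± 0.26 and Vwf at 0.26 ± 0.33 did not pass the test. Immediate early and heat shock genes fell relative to other genes, with a camera adjusted p of 0.0414 and 11 of 12 members negative, 0 called over all genes and 3 when adjusted over the list alone. Nr4a1 at -1.13 ± 0.35 (adjusted p = 0.0513) and Egr1 at -0.87 ± 0.28 (adjusted p = 0.0594) were lowest in p. Cell cycle genes were positive in 15 of 15 members with a camera adjusted p of 0.0422, 0 called over all genes or over the list alone, and Top2a at 0.67 ± 0.29 (adjusted p = 0.127). None of these 3 lists passed with an estimated correlation (adjusted p = 0.702 for each). With replicates 3, 4 and 5 left out camera gave 0.0154 for endothelial, 0.00372 for immediate early and 0.118 for cell cycle genes, and 0.911, 0.37 and 0.911 with an estimated correlation.

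As many as 7 called lists were also reached by 77 of 100 splits of the 10 libraries, the real one included, so the number of lists called did not exceed what other groupings of these libraries gave.

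**Figure D2:**
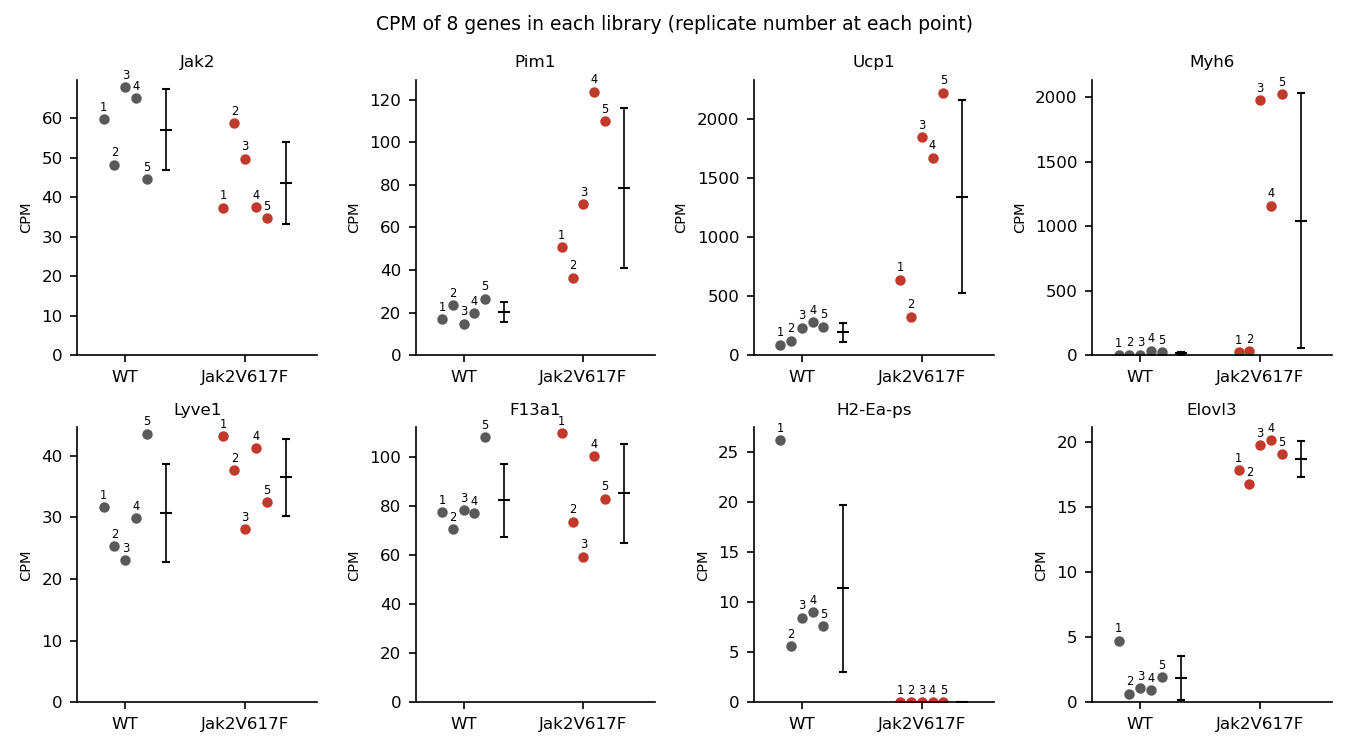
CPM of 8 genes in each of the 10 libraries on axes that start at 0 (points numbered by replicate; bars, mean and SD of 5 libraries). Elovl3 and Pim1 were above every WT library in all 5 Jak2V617F libraries, Myh6 in 3, and H2-Ea-ps was nearly absent from all 5, while Jak2, Lyve1 and F13a1 overlapped.

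Resident macrophage genes did not pass as a list; the list was fixed here and is not the published set that the study tested by another method. None of 17 measured members was called, over all genes or over the list alone, 13 were positive with a median log2 fold change of 0.25, and camera gave an adjusted p of 0.242. The 4 resident macrophage genes that the study names did not pass the test. Lyve1, the hyaluronan receptor, was 30.7 ± 7.97 CPM in WT and 36.5 ± 6.23 CPM in Jak2V617F (log2 fold change 0.25 ± 0.18, adjusted p = 0.330). F13a1, coagulation factor XIII A, had 0.05 ± 0.17 (adjusted p = 0.859), Pf4, platelet factor 4, 0.44 ± 0.57 (adjusted p = 0.593) and Gas6, a ligand of the TAM receptors, -0.54 ± 0.20 (adjusted p = 0.0813). Pan-macrophage genes were positive in 10 of 14 members with a median of 0.15 and a camera adjusted p of 0.242, and Cd68 had 0.48 ± 0.24 (adjusted p = 0.172). Monocyte and recruited macrophage genes were positive in 8 of 8 (camera adjusted p = 0.214; Ly6c2 0.88 ± 0.40) and neutrophil genes in 6 of 6 (camera adjusted p = 0.243; S100a9 1.23 ± 0.72), with 0 members called in either over all genes or over the list alone.

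Other blood and immune lists did not pass as lists either. Erythroid genes had a median log2 fold change of 1.92 with 0 of 17 called (camera adjusted p = 0.149), and Fech, the last enzyme of heme synthesis, had 1.04 ± 0.52 (adjusted p = 0.173). Platelet and megakaryocyte genes had 0 of 14 called (camera adjusted p = 0.552), T cell genes 0 of 8 (0.136) and mast cell genes 0 of 6 (0.172), and adjusted over each list alone the counts stayed at 0 for all 4 lists. B cell genes were positive in 8 of 8 (camera adjusted p = 0.129), with Igkc, the kappa constant region, called at 4.80 ± 1.41 (adjusted p = 0.0459) and 2 called when adjusted over the list alone. Its mean of 34 ± 67.9 CPM in Jak2V617F, compared with 1.21 ± 0.532 CPM in WT, has a spread larger than the mean, and with replicates 3, 4 and 5 left out its log2 fold change was -0.08. Dendritic cell and MHC class II genes were positive in 8 of 8 (camera adjusted p = 0.214), and Zbtb46, a transcription factor of dendritic cells, was called at 0.26 ± 0.07 (adjusted p = 0.0416), 1 also over the list alone; its sign was negative on the TPM scale. Interferon response genes were positive in 16 of 19 (camera adjusted p = 0.06), with Ifit2 called lower at -0.50 ± 0.15 (adjusted p = 0.0479) and 0 when adjusted over the list alone.

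Direct targets of JAK2-STAT signalling changed in both directions. Pim1, a survival kinase induced by STAT5 (chromosome 17, 29490753 to 29496112), rose from 20.3 ± 4.77 to 78.3 ± 37.6 CPM, a log2 fold change of 1.95 ± 0.33 (adjusted p = 0.027), and Bcl3 at 1.48 ± 0.32 (adjusted p = 0.0306) and Pim3 at 0.87 ± 0.24 (adjusted p = 0.038) rose with it. Pim2 fell, at -0.57 ± 0.17 (adjusted p = 0.0448). Pim1 and Bcl3 were above every WT library in all 5 Jak2V617F libraries, and 3 members higher and 1 lower of 9 were called over the list alone too. The feedback inhibitors Cish at 1.33 ± 0.64 (adjusted p = 0.16), Socs2 at -0.45 ± 0.22 (adjusted p = 0.166) and Socs3 at 0.53 ± 0.40 (adjusted p = 0.354) did not pass. Camera gave an adjusted p of 0.242 and the mixed fry test 0.0146. With Jak2V617F replicates 3, 4 and 5 left out, Pim1 had 1.10 ± 0.23 (adjusted p = 0.139) and none of the 9 was called.

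Of the genes the study assayed by qPCR, 13 of 16 were in the tested set, and 3 were called over all genes. The list mixes mouse strains. The study shows Kdr, Vegfa, Vegfc and Hif1a for mice with the mutation under a myeloid promoter, and found angiogenic pathways not impaired there. Kdr, Vegfa at 1.65 ± 0.40 (adjusted p = 0.032) and the monocyte chemokine Ccl2 at 1.62 ± 0.47 (adjusted p = 0.0449) were higher. Vegfa was at 101.3 and 95.41 CPM in Jak2V617F replicates 1 and 2, within the WT range of 50.7 to 101.9, and at 303.3 to 364.6 CPM in replicates 3, 4 and 5, and Ccl2 was above every WT library in 4 of 5. When adjusted over the list alone 3 were higher and 1 lower. Il1b had 0.67 ± 0.52 (adjusted p = 0.369) at 0.427 ± 0.148 CPM in WT, while Il6, Tnf and Il10 did not reach the count minimum and were not tested. Among the matrix genes of that list Mmp3 had -1.02 ± 0.34 (adjusted p = 0.0651), Col1a1 -0.04 ± 0.25 and Col3a1 0.15 ± 0.32. As a list these genes had a camera adjusted p of 0.552. Inflammatory cytokine genes had 1 of 10 higher, Ccl2, and 1 lower, Ptgs2, cyclooxygenase 2, at -1.29 ± 0.33 (adjusted p = 0.0332), with the same 2 counts over the list alone and a camera adjusted p of 0.474.

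Extracellular matrix genes were negative in 17 of 22 members, with a camera adjusted p of 0.0545. Lum, lumican, was the 1 called, at -0.45 ± 0.13 (adjusted p = 0.0449), and 0 were called when adjusted over the list alone, with Eln, elastin, at 0.46 ± 0.50. With Jak2V617F replicates 3, 4 and 5 left out, the list was higher than other genes in Jak2V617F with the preset correlation (camera adjusted p = 0.000945) and did not pass with an estimated one (0.911). Matrix protease genes had Mmp19 higher at 0.76 ± 0.22 (adjusted p = 0.0449) and Adamts1 lower at -1.12 ± 0.29 (adjusted p = 0.0351) of 14, with the same counts over the list alone and a camera adjusted p of 0.738. Iron and heme handling genes had 1 of 10 called, the iron exporter Slc40a1 at 1.80 ± 0.39 (adjusted p = 0.0309), 1 over the list alone, and a camera adjusted p of 0.214. Adventitial fibroblast genes had 0 of 9 called by either adjustment (camera adjusted p = 0.552). Skeletal muscle genes had 1 of 7, Myl1 at 2.34 ± 0.65 (adjusted p = 0.0402), 2 over the list alone (camera adjusted p = 0.552), and Myl1 had -0.03 with replicates 3, 4 and 5 left out. Schwann cell genes had 0 of 6, 2 over the list alone (camera adjusted p = 0.404), with Mbp at 1.93 ± 0.64. Mean and median of the adventitial fibroblast list were -0.01 and -0.06, and both had the sign of its test.

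**Figure D3:**
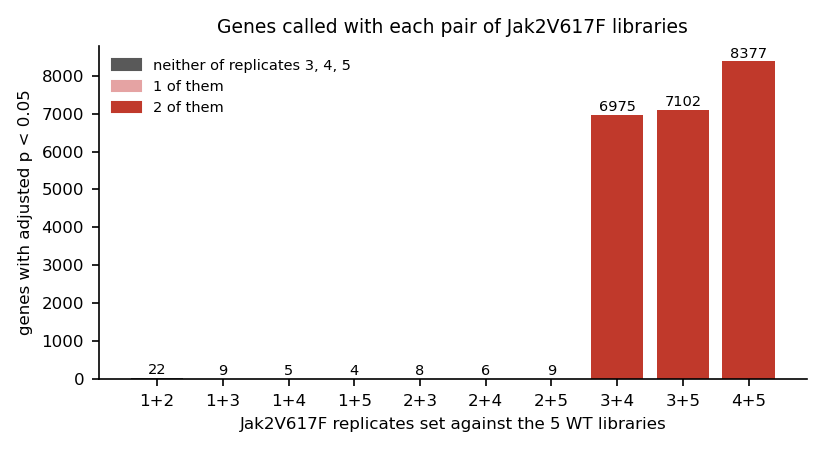
Number of genes called at an adjusted p under 0.05 (vertical axis, from 0) when each of the 10 pairs of Jak2V617F libraries was set against the 5 WT libraries, coloured by how many of replicates 3, 4 and 5 the pair holds. Pairs of these 3 libraries called 6975, 7102 and 8377 genes, the pair of replicates 1 and 2 called 22, and mixed pairs called 4 to 9.

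A few genes held without the heart-rich libraries. Of the 22 genes called with replicates 3, 4 and 5 left out, 21 were also called in all 10 libraries with the same sign, and 7 were called with the heart content of each library as a covariate as well. Chosen after their values were seen, these 7 were Elovl6, a fatty acid elongase (chromosome 3, 129532355 to 129638495), with 2.85 in all 10 libraries, 1.68 ± 0.19 without the 3 and 1.41 ± 0.14 with the covariate (adjusted p = 0.0152, 0.0292 and 0.00252), the ribosomal protein gene Rpl29 with 0.75, 0.84 and 0.86, and 5 genes with placeholder symbols, Gm10260, Gm11361, Gm13841, Gm8210 and Gm10499, with -3.33 to -8.24 in all 10 libraries. Gm13841 and Gm8210 carried identical counts, and all but Gm10499 of these 5 are copies of Rpl29 or Rps18. Gm10499 lies on chromosome 17 (36141758 to 36145923), in the MHC span described under other observations.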

Values the study reported

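The study reported 137 genes upregulated and 70 genes downregulated in the aorta of the mutant mice at 7 weeks of age, in a comparison whose legend gives 4 WT and 3 mutant animals. By flow cytometry of aortas from 10 WT and 8 mutant animals it reported a 3-fold increase in macrophages, with no significant difference in monocytes or neutrophils. By gene set enrichment analysis of a published signature, with 4 animals per group, it reported enrichment of resident macrophage genes in the mutant aorta. By qPCR of the aorta at 7 weeks of age it reported higher Il1b, Il6 and Tnf in the mutant mice. It also reported higher metalloprotease activity, by imaging and qPCR, and lower collagen content.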

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

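Of the tests in this part, the pairs of Jak2V617F libraries, the effects shared by every Jak2V617F aorta, the ventricular genes, and the fits without replicates 3, 4 and 5 or with heart content as a covariate were chosen only after the results were seen.

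The count of called genes differed with the presence of Jak2V617F replicates 3, 4 and 5. Of 100 splits of the 10 libraries into 5 and 5, only the real one called as many as 2450 genes (highest other 807, a split that exchanged WT replicate 4 with Jak2V617F replicate 1 and so kept replicates 3, 4 and 5 together), so chance can be excluded for the count only if the libraries are taken as independent, since 13 of the 100 splits kept these 3 together and 13 are too few for a share under 0.05. The smallest count from a pair of replicates 3, 4 and 5 was 317 times that of replicates 1 and 2, but an explanation by the 3 libraries rich in heart transcripts needed replicates 1 and 2 to call the fewest, and mixed pairs, whose 2 libraries differ from each other, called 4 to 9 where replicates 1 and 2 called 22. Without the 3 libraries the median absolute log2 fold change fell from 0.865 to 0.323 for the 2450 genes, which were chosen with these libraries included, and from 0.278 to 0.172 for all tested genes. In subsets of 4 WT and 3 Jak2V617F libraries edgeR called 4021 to 4296 genes higher with all 3 of these libraries. It called 0 to 1248 higher with 2 of them and 0 to 3 with only 1, so the highest counts went with these 3 libraries. Leaving out any WT library cut the count of 2450 as well. How far the 3 libraries account for the 2450 therefore stays open.

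Heart muscle transcripts were high in Jak2V617F replicates 3, 4 and 5. That the mean of the cardiac muscle list was above every WT library in 3 of the 5 only restates the pattern. A separate list argues against an effect of the genotype shared by every Jak2V617F aorta, for the genes it holds. Of its 12 heart genes, 0 were above every WT library in both replicates 1 and 2. Outside that list, Lmod2, Adprhl1 and Myl4, picked for complete separation, were above every WT library in all 5. Heart tissue taken along with the aorta is a candidate explanation for these 3 libraries. Of the 12 genes of the separate list, 75% were above every WT library in all 3, between the 80% set in advance for and the 40% against. The 12 leave out Cox6a2, Nkx2-5 and Smpx, which were also above every WT library in all 3. These missed the count minimum, being low in the other libraries (Smpx 22.8, 23.7 and 32.4 CPM, at most 0.279 CPM in WT). With them included, 12 of 15 were above, which reaches the 80%, so the outcome turns on the count minimum. Genes above every WT library in all 3 included Mb, myoglobin, at 436, 144 and 219 CPM with 2.14 CPM in WT, and Ckmt2, Casq2, Tnnc1 and Pln. Ldb3, Hspb7 and Tbx20 were not, and the 75% counts them as misses. They averaged 159, 315 and 12.5 CPM in WT, so added heart tissue need not lift them above every WT library. Ryr2 and Myoz2, at 45.2 and 14.9 CPM in WT, were above every WT library in all 3. Of 5 ventricular genes, 60% were above every WT library in all 3 and 5 in replicate 3, where Myl2 was at 179 CPM, compared with 0.114 and 0.326 CPM in replicates 4 and 5 and 0.841 CPM at most in WT. The ventricular 60%, which counts genes under the count minimum, lies between the bounds, and the heart share does so only without such genes. Heart tissue in the 3 libraries, ventricular or not, still cannot be told apart from another source of the same transcripts. Either would raise these genes, and no dissection record was analysed here. An effect of the genotype in some aortas only, such as more advanced disease, stays open and untested.

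The mean of the brown fat list was higher in all 5 Jak2V617F libraries, and 4 of its 7 members were. A candidate explanation is fat tissue in the Jak2V617F libraries: of a separate list of brown fat genes, 100% of 8 measured genes had a positive log2 fold change and 8 were above every WT library in replicates 3, 4 and 5, though in replicates 1 and 2 only 1 was. An effect of the genotype shared by every Jak2V617F aorta stays open and untested, since a mean of the brown fat list above every WT library in 5 of 5 only restates the pattern. Both explanations rest on the same 10 libraries, and the fat around the aorta was not measured apart from it.

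For the lists, 77 of 100 splits called at least 7, and the highest other split called 18, so chance cannot be excluded for the number of lists called, with the preset correlation.

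Single libraries lay far from the others of their genotype in 20 of 352 groups of 5, where chance gives about 18. A group is named when the gap to the nearest other library, as a share of the group's range, was above 0.71, and that share follows each name. Jak2V617F replicate 1 had the lowest total count (0.791, 10937906 expected counts). Haemoglobin share was highest in WT replicate 2 (0.798) and in Jak2V617F replicate 4 (0.787), and WT replicate 2 was also highest for the red cell genes Fech (0.786) and Rhd (0.787). Jak2V617F replicate 4 was highest for the mean of the B cell list (0.937), for Ighm (0.827) and for the cathepsin Ctss (0.742). WT replicate 1 was highest for the mean of the T cell list (0.857), Cd4 (0.815), the skeletal muscle gene Actn3 (0.767) and Inmt (0.762), while Jak2V617F replicate 5 was lowest for Inmt (0.788) and Jak2V617F replicate 3 highest for Actn3 (0.867). WT replicate 4 was highest for Mbp (0.926) and C4a (0.724) and lowest for Ptgs2 (0.732). WT replicate 3 was lowest for Ccl2 (0.748) and WT replicate 5 highest for F13a1 (0.754). For H2-Ea-ps the share of 1.0 in Jak2V617F replicate 3 rests on 1 count in that library and 0 in the other 4.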

How the results depend on the processing

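The fits without Jak2V617F replicates 3, 4 and 5, with heart content as a covariate, and with DESeq2 on subsets were added after the data were seen, and for each value below the cause was not tested unless one is named. The counts of called genes, 1655 higher and 795 lower, stayed within 1.5 times under DESeq2 size factors, a mean of 1 CPM, effective length offsets and erythroid and mitochondrial genes left out. They moved to 614 and 261 with no filter on low counts, where more genes are tested, to 2844 and 1469 with DESeq2, and to 3911 and 4022 with limma voom. On the TPM scale they were 611 and 5985 with 1 added and 605 and 5939 with 0.1 added. There the median log2 fold change of all genes was -0.44 and -0.50, so that most genes are negative relative to WT, and 9.26% and 9.25% of the called genes were higher, compared with 67.6% in the main comparison and 49.3% with voom. With the replicate number as a block, 1029 were higher, although the numbers do not pair the libraries (correlation of profiles with the same number -0.188 to 0.251, best for its own number in replicate 3 only). With a covariate of Xist against Y-linked genes 8 were higher and 17 lower, though all 10 libraries express the Y-linked genes and little Xist. Leaving out 1 library gave 1 to 2883 higher and 11 to 2112 lower, lowest without WT replicate 3 and highest without Jak2V617F replicate 2. Over the 50 subsets of 4 WT and 3 Jak2V617F libraries edgeR called from 0 (median 2) to 4296 higher and from 4 (median 7) to 3859 lower, and DESeq2 from 87 to 4404 higher and from 101 to 4054 lower. Without replicates 3, 4 and 5 the counts were 8 and 14, and with heart content as a covariate 2 and 5. In these 2 fits 2352 and 1352 genes had an unadjusted p under 0.05.

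Of the lists, 5 were higher and 2 lower. The counts were 13 and 1 on the TPM scale with 1 added, 12 and 1 with 0.1 added, 3 and 1 without replicates 3, 4 and 5, 3 higher with heart content as a covariate, 0 and 0 with an estimated correlation, and 1 and 0 with fry. Leaving out 1 library gave 3 to 8 higher and 1 to 3 lower. Without replicates 3, 4 and 5 the extracellular matrix list turned to higher (adjusted p = 0.000945), and with the covariate it did too (0.000157), while the mast cell list turned to lower (0.0142), smooth muscle to higher (0.294), and adipocyte (0.269) and cardiac muscle (0.9) to lower. With an estimated correlation the matrix list had 0.911 and 0.844 in these 2 fits and the mast cell list 0.844. The covariate is the mean of the cardiac muscle list, so the loss of that list and of its members Tnni3 and Myl4 under it follows from its construction.

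Jak2 stayed negative throughout. It passed the threshold with voom (-0.457), with TPM plus 1 (-0.821) and plus 0.1 (-0.875), and without Jak2V617F replicate 2 (-0.517), and leaving out 1 library gave -0.517 to -0.314. It was nearer 0 without replicates 3, 4 and 5 (-0.241) and with heart content as a covariate (-0.202), and from -0.723 to -0.149 over the subsets of 4 and 3.

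Of the values of named genes that were called, 10 changed sign. Zbtb46 had -0.224 and -0.257 on the 2 TPM scales. Without replicates 3, 4 and 5 Igkc had -0.076 and Myl1 -0.026, and with the covariate Lipe had -0.036, Adipoq -0.252, Igkc -0.442, Tnni3 -0.173, Myl1 -0.328 and Myl4 -0.062. Of the other values of named genes, 2524 kept direction and side of the threshold, 613 lost the call, 181 gained it, and 193 changed sign without a call in either fit. Values of the lists are not part of these counts. In the simulated data, at this depth and spread, changes of 1.5-fold were mostly missed.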

Other observations

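The test of 1 shift in time of day for all Jak2V617F libraries, the tests of the MHC span and of other MHC class II genes, and the sum without Uimc1 were chosen only after the result was seen.

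Lipid synthesis genes were higher in Jak2V617F beyond Elovl3 and Elovl6. Of a list of 10 lipid synthesis genes, Fasn, fatty acid synthase, had a log2 fold change of 2.64 ± 0.48 (adjusted p = 0.0293), Acly, ATP citrate lyase, 1.86 ± 0.30 (adjusted p = 0.0238), Acaca, acetyl-CoA carboxylase, 2.19 ± 0.40 (adjusted p = 0.0305) and Scd1, stearoyl-CoA desaturase, 2.03 ± 0.42 (adjusted p = 0.0306), and 8 of 10 were called. With replicates 3, 4 and 5 left out Fasn had 1.34 ± 0.22 (adjusted p = 0.0928) and Acly 1.29 ± 0.22 (adjusted p = 0.0997), and 80% of the 10 were over 0.5, with Srebf1 at -0.18 ± 0.18 and Dgat2 at -0.07 ± 0.54. All 10 were above every WT library in replicates 3, 4 and 5, and 8 were so in replicates 1 and 2. The list mean was 8.41 to 10.22 log2 CPM in Jak2V617F and 7.31 to 8.06 in WT. Brown fat expresses these genes as well, so their source is open.

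Clock genes set the Jak2V617F libraries against each other. Arntl, which drives the morning arm of the circadian clock, was 46.6 and 34.7 CPM in Jak2V617F replicates 1 and 2, 2.92 to 3.75 CPM in replicates 3, 4 and 5, and 2.41 to 17.7 CPM in WT, while Dbp, a gene of the opposite phase, was 23.5 and 23.8 CPM, 220 to 269 CPM and 28.8 to 217 CPM. No clock gene passed the test between genotypes (Nr1d1 1.64 ± 0.53, adjusted p = 0.0576). A different time of day at collection may have raised the lipid synthesis genes in replicates 1 and 2, where the medians of opposite phases differed by 3.25 (evening -1.36, morning 1.88). A single shift for all 5 is argued against, because the morning minus evening level was -2.09 from WT in replicates 3, 4 and 5 and 2.62 in replicates 1 and 2 (SD of WT 1.29). The collection times were not analysed here, and replicates 3, 4 and 5 share their clock phase, heart transcripts and sample numbers, so that a shared day of collection for them stays open.

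JAK-STAT targets called higher had a median log2 fold change of 1.48 in all 10 libraries and of 0.606 without replicates 3, 4 and 5. The 0.606 is the value of Bcl3 (± 0.215), between Pim1 at 1.095 and Pim3 at 0.24. Tissue other than the aortic wall in the 3 libraries would take the median close to 0. An effect of the genotype alone was taken to leave it close to 1.48. These genes were chosen with the 3 libraries included, so the median may also shrink under an effect of the genotype alone. The value lies between the bounds set in advance for these 2 explanations, which cannot be told apart with 2 remaining Jak2V617F libraries.

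Some genes were nearly absent from every Jak2V617F library, under 0.2 CPM, and over 0.5 CPM in every WT library. There were 5, and none the other way round. H2-Ea-ps, Gm11127 (221 counts in WT and 2 in Jak2V617F, ratio 83.6, 95% interval 22.9 to 694) and H2-Q1 (115 and 5 counts) lie in the MHC span of chromosome 17 from 33974659 to 37483552, with 122 tested genes. The span was chosen because these 3 lie there, so the p for it (one-sided exact Fisher p = 4.41e-06) restates what was seen and decides nothing. Fewer cells that make MHC class II is argued against, since H2-Aa, H2-Ab1, H2-Eb1 and Cd74 had a median of 0.27 with no standard error above 0.46. A strain variant around the MHC genes stays open. It could also underlie the changes of C4a, Gm10499 and H2-Q10, which lie in the span. Of the tested genes there 12 were called lower and 10 higher, 18% compared with 15.5% of all tested genes. The C57BL/6 haplotype does not express the E alpha gene, so the WT mice would have carried another one, whereas the study's methods put every mouse on that background with littermate controls; no genotype of the MHC was analysed here. The other 2, Gm13841 and Gm8210, are copies of Rpl29 on chromosomes 5 and 1 with the same counts as each other, and reads shared between copies are a candidate explanation for their loss: the sum over Rpl29 and its copies differed by 0.236 on the log2 scale (145.2 and 171.4 CPM) and that over Rps18 by -0.095 (247.6 and 232.3 CPM), while the copies together differed by -4.06 and -4.37. These sums leave out Uimc1, a gene of its own that matches Rpl29 in 1 short transcript; with it the Rpl29 values are 0.11 and -1.20.

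With DESeq2, the study's tool, at an adjusted p under 0.05, 2844 genes were higher and 1469 lower in all 10 libraries. Both are higher than the counts quoted from the study above, which compared fewer animals. On simulated data DESeq2 made 35 of its 181 calls in unchanged genes. In subsets of 4 WT and 3 Jak2V617F libraries that hold only 1 of replicates 3, 4 and 5, DESeq2 called 87 to 400 higher (median 134) and 101 to 314 lower (median 158), in the 30 that hold 2 it called 1924 to 2688 (median 2228.5) and 655 to 1624 (median 990.5), and in those that hold all 3 it called 4169 to 4404 and 3824 to 4054. The mean of the pan-macrophage list was 0.15 higher on the log2 scale in Jak2V617F, with a camera adjusted p of 0.242. That is lower than the increase in macrophages quoted from the study above, but it compares a transcript level with a cell count by flow cytometry in groups of other sizes.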
